# miRTil: An Extensive Repository for Nile Tilapia microRNA Next Generation Sequencing Data

**DOI:** 10.3390/cells9081752

**Published:** 2020-07-22

**Authors:** Luiz Augusto Bovolenta, Danillo Pinhal, Marcio Luis Acencio, Arthur Casulli de Oliveira, Simon Moxon, Cesar Martins, Ney Lemke

**Keywords:** database, microRNA, post-transcriptional regulation, Nile tilapia, microRNA target prediction, microRNA expression profile

## Abstract

Nile tilapia is the third most cultivated fish worldwide and a novel model species for evolutionary studies. Aiming to improve productivity and contribute to the selection of traits of economic impact, biotechnological approaches have been intensively applied to species enhancement. In this sense, recent studies have focused on the multiple roles played by microRNAs (miRNAs) in the post-transcriptional regulation of protein-coding genes involved in the emergence of phenotypes with relevance for aquaculture. However, there is still a growing demand for a reference resource dedicated to integrating Nile Tilapia miRNA information, obtained from both experimental and in silico approaches, and facilitating the analysis and interpretation of RNA sequencing data. Here, we present an open repository dedicated to Nile Tilapia miRNAs: the “miRTil database”. The database stores data on 734 mature miRNAs identified in 11 distinct tissues and five key developmental stages. The database provides detailed information about miRNA structure, genomic context, predicted targets, expression profiles, and relative 5p/3p arm usage. Additionally, miRTil also includes a comprehensive pre-computed miRNA-target interaction network containing 4936 targets and 19,580 interactions.

## 1. Introduction

Nile tilapia (*Oreochromis niloticu*s) is an economically important Teleostei species belonging to the African family of Cichlidae. According to the Food and Agriculture Organization of the United Nations [1], Nile tilapia is the third most farmed freshwater fish in the world and is especially relevant for developing countries [2,3]. Due to its economic potential, the scientific community is interested in revealing the molecular mechanisms underlying economically interesting genotypes. Some traits include sexual differentiation, muscle growth, lipogenesis, and disease resistance [4,5,6,7]. Data from the plant science community have shown that economically interesting traits, such as disease resistance, biomass production, plant development, and environmental biotic or abiotic stress, can be altered by manipulation of microRNAs (miRNAs) [8,9,10]. These endogenous small RNA molecules of approximately 22 nucleotides in length are post-transcriptional regulators of gene expression acting by pairing completely or partially to messenger RNAs (mRNAs), especially in the 3’-untranslated regions (3’ UTR) [11,12,13].

miRNAs have been associated with economically relevant Nile tilapia traits, such as sexual differentiation [14,15,16,17], muscle growth, and disease resistance [18,19,20]. However, most of Nile tilapia-specific miRNA data is available only in textual form in biomedical literature [15,16,17,18,21,22,23,24]; therefore, scientists must use non-automated workflows to establish relationships between miRNA expression profiles and economically relevant traits. To facilitate the implementation of automated workflows and other large scale analysis, it is imperative to provide Nile tilapia-specific miRNA data in an open-access and user-friendly database. To the best of our knowledge, currently, there is no specialized Nile tilapia miRNAs database.

Inspired by other species-specific miRNA databases, such as Foxtail millet microRNA database (FmMiRNADb) [25], The Apple Gene Function & Gene Family DataBase (AppleGFDB) [26], and Wheat miRNA Database (WMP) [27], we developed an open-access database designed to host Nile Tilapia miRNA data, the "miRTil database". The miRTil database provides, for each miRNA, its basic structure, genomic coordinates and context characterization (intronic, exonic, or intergenic), predicted targets and expression profiles in all tissues, and the relative abundance of mature miR-5p and miR-3p. In addition, miRTil also offers a predicted miRNA-target interaction list, containing gene targets (following Oliveira et al. [28]). In this paper, we describe the miRTil database and present a case study. The miRTil database is freely available at https://www.lbbc.ibb.unesp.br/mirtil.

## 2. Results

### 2.1. Database Structure

miRTil was developed using a relational database structure. The database was designed to allow storage and retrieval of Nile tilapia miRNAs data including specimen details, miRNA molecule identification, annotation (using oreNil2 genome version), expression profiles, and putative targets. 

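Small RNA of Nile tilapia was sequenced on the Illumina GAIIx platform after Trizol extraction and TruSeq small RNA library preparation, in 16 libraries with 1 library per condition. Whole embryos and larvae were taken at 2, 3, 4, 5 and 10 days post-fertilization (dpf). Adult libraries came from female and male white muscle, red muscle and brain, from ovary and testis, from liver and eye of mixed sex, and from female heart. For each arm of each precursor locus, the authors' deposited files give a whole-number count, in which a read is counted at every locus it matches, and a divided count, in which that read is split over its loci. One arm of one locus is called an entry here, and the files name 734 of them. Levels are divided counts summed per mature name, as counts per 1000000 of the library's divided total (CPM). These totals were 1988375 reads at 2 dpf, 4615085 at 3 dpf, 2155481 at 4 dpf, 3690649 at 5 dpf and 833147 at 10 dpf. They were 3541979 and 4286161 in female and male white muscle, 8611874 and 11517367 in female and male red muscle, and 5082018 and 6773179 in female and male brain. Ovary held 941828 reads, testis 1308075, liver 1350066, heart 1280982 and eye 2005397. Single miRNAs set much of the composition, as miR-10b-5p took 58.6% of the reads at 2 dpf and miR-183-5p took 55.0% in the eye.

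Intervals are exact Poisson 95% intervals for counts and Wilson 95% intervals for shares. Reads carry no molecular identifiers, so these intervals cover counting error only. Where a library held 0 reads, a ratio was taken against a floor of 3 counts per library, worth from 0.260 CPM in male red muscle to 3.60 CPM at 10 dpf. Differences were tested on the whole-number counts with the quasi-likelihood test of edgeR after scaling by trimmed mean of M-values (TMM), which corrects for composition, over entries with at least 10 reads in at least 2 of the libraries compared. Brain was compared with the mean of white and red muscle, red with white muscle, and female with male in 1 set of 6 libraries, where the female and male libraries of a tissue stood as its 2 replicates. A trend over the 5 stages was fitted against the log2 of age in days. The labels point to the same female for both muscle libraries and to another for brain and ovary, so p-values measure only the spread between these libraries. The miRNA lists named with the tests, the tests and most of the alternative settings were fixed before the data were examined.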

The expression profile dataset considers 16 samples from several adult tissues and developmental stages with detailed expression values for 5p and 3p mature miRNAs. miRTil also contains tissue and developmental expression evidence on predicted gene targets and conserved interactions of miRNA-mRNA interactions in humans and zebrafish. Additionally, the database provides information about an miRNA’s precursor and mature molecules, including sequence size, secondary structure, CG content, and minimum free energy (MFE) for all pre-miRNA loci. For future miRTil versions, the database structure was also designed to store information about miRNA flanking genes, as well as their transcriptional regulatory roles (Figure 1).

### 2.2. Database Content

miRTil contains 734 mature miRNAs identified in samples, including adult tissues and developmental stages. miRNA containing low read counts (an expression level less than five raw reads in more than 75% of the samples) are classified as “low confidence” miRNAs. On the contrary, abundant miRNAs (an expression level larger than five raw reads in at least 25% of the samples) are classified as “high confidence”. Of these 734 mature miRNAs, 567 are high confidence miRNAs and 167 are low confidence miRNAs. 

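Most of the miRNA reads came from entries that were present in many libraries. With more than 5 whole-number reads in at least 4 of the 16 libraries, 565 entries were high confidence and 169 were low confidence. The high confidence entries held 99.99% of the divided reads of all libraries, and the low confidence entries held 4352 reads, or 0.00726%. miRNAs that led single tissues, such as miR-122-5p of liver and miR-183-5p of eye, were in the high confidence set together with broadly present ones such as miR-100-5p and let-7a-5p. A high confidence entry had at least 1 read in a median of 15 libraries, against 5 for a low confidence entry. In all, 272 entries had reads in every library, each of them high confidence. In their best library, high confidence entries reached a median of 1312 reads and low confidence entries a median of 5. Copies of a miRNA at several loci count separately here, and the high confidence entries carried 430 distinct names.

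**Figure D1:**
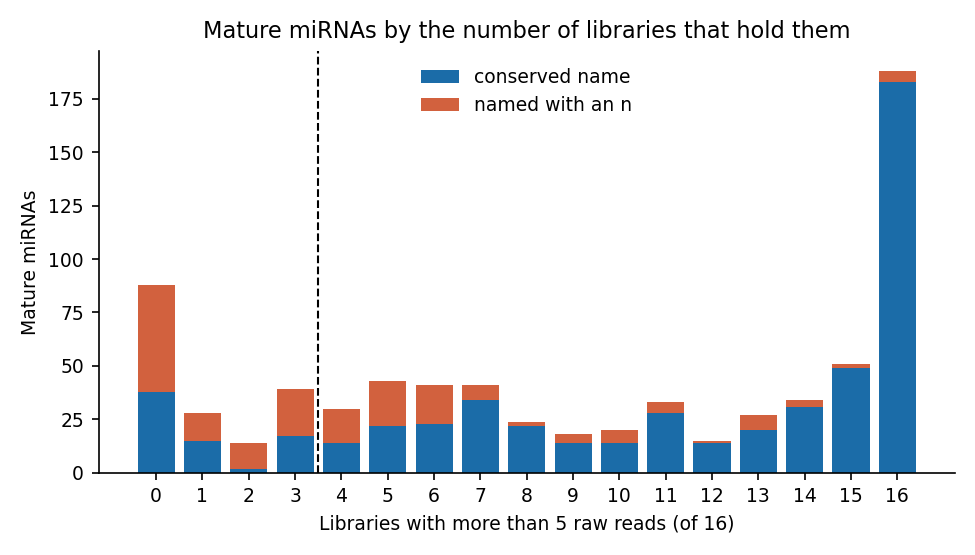
Number of mature miRNA entries (vertical axis) by the number of the 16 libraries in which the entry had more than 5 whole-number reads (horizontal axis), stacked for conserved names and for names with an n. The dashed line parts low confidence entries (left) from high confidence entries (right), and more than 5 reads in all 16 libraries were found for 183 conserved entries and 5 named with an n.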

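Conserved miRNAs, which carry the name of a miRNA known in other species, gave nearly all reads. Among entries with more than 5 reads in at least 4 libraries, 468 were conserved, with 245 from the 5p arm and 223 from the 3p arm. The putative species-specific miRNAs, named with an n, gave 97 such entries, 60 from the 5p arm and 37 from the 3p arm. These conserved entries held 99.8% of all divided reads and those named with an n held 0.183%. Among these high confidence entries, a conserved one reached a median of 2856 reads in its best library, against 74 for one named with an n. The arms of a hairpin could differ widely in reads. In liver, miR-122-5p stood at 450152 CPM and miR-122-3p at 2076 CPM. In male white muscle, miR-206-3p, a miRNA of skeletal muscle, had 325024 reads and miR-206-5p had 15. With at least 50 reads over both arms in at least 2 libraries, 291 hairpins could be followed. The 5p arm was dominant, with a Wilson interval above 50%, in each such library for 133 hairpins, and the 3p arm for 85. In 48 hairpins the 5p arm was dominant in some libraries and the 3p arm in others. With reads divided over their loci, a setting chosen after the values were seen, these numbers were 132, 80 and 57 of 286 hairpins. One of these was mir-9-1 of the brain miRNA miR-9, whose 5p reads match several loci. Its 5p share with reads divided over their loci was 3.41% in female white muscle (1.17 to 9.55%) and 56.1% in female brain (55.6 to 56.6%), against 20.6% and 89.9% with reads counted at every locus.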

The high confidence miRNA set contains 470 conserved mature miRNAs (243 miRNA-5p and 227 miRNA-3p) and 97 novel mature miRNAs (60 miRNA-5p and 37 miRNA-3p). The low confidence miRNA set contains 70 conserved and 97 novel miRNAs.

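The low confidence entries held 72 conserved miRNAs, 25 from the 5p arm and 47 from the 3p arm, and 97 miRNAs named with an n, 37 from the 5p arm and 60 from the 3p arm. Several of them were clearly above 5 reads, but in fewer than 4 libraries. miR-202-3p, the partner arm of the gonad miRNA miR-202-5p, had 367 reads in ovary, 295 in testis and at most 5 in each of the other libraries. At most, miR-n760-5p had 106 reads in ovary, miR-n904-3p had 125 in male red muscle, miR-459-3p had 81 at 5 dpf and miR-7a-3p had 38 in male brain. These examples were picked after their counts were seen. Of the 169 entries, 54 had reads in 1 to 3 libraries, and 14 of the 16 found in a single library were named with an n. The most reads were seen at 3 dpf for 33 entries, at 5 dpf for 31 and in male red muscle for 21, and in heart and eye for 0. Libraries were not brought to equal depth for this count, so a shallow library can hold fewer of these miRNAs through depth alone.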

The predicted targets comprise 4936 mRNAs and 19,580 interactions with *O. niloticus* genes. Of these 19,580 interactions, 15,902 correspond to unique mature miRNAs ignoring the numbers generated by the presence of paralogous miRNAs copies and 14,683 interactions considering just one microRNA-recognition element (MRE) to each miRNA in the targets.

There are approximately 5000 miRNA family interactions with Target Scan Context+ at exactly −0.250. Briefly, the Context+ Score is a score created amongst the union of several characteristics in the miRNA interactions [29]. It evaluates the binding probability and efficiency of a predicted interaction between the miRNA and the target, since this score may be rankable, and the lowest values symbolize the highest probability and efficiency of binding. Our results show a data concentration in a range of values considered ideal by other groups [30,31] (Figure S1).

The lowest score was −0.618 for two interactions involving miR-184-3p and miR-184-3p-2 with one novel Nile tilapia transcript (ENSONIT00000021503) predicted to code for a protein similar to glycerol-3-phosphate dehydrogenase (Figure 2), an enzyme that plays biological roles in carbohydrate metabolism and lipid metabolism [32,33]. In general, the predicted miRNA-mRNA interaction network shows a typical power-law degree distribution, i.e., a few miRNAs control many targets and many miRNAs control a few targets. For example, in the Nile tilapia network, one miRNA is predicted to regulate 1439 mRNAs, while 11 miRNAs might interact with less than 24 mRNAs (Figure S2). This result is following previous studies showing that a few miRNAs may control many genes [34].

Finally, we show the localization of 303 miRNA genes within Nile tilapia linkage groups (LGs) that represent the 22 putative chromosomes of Nile tilapia. Moreover, we included an additional 19 putative miRNA genes obtained from Huang et al. and YAN et al. [18,22]. Sixty-five miRNA genes from all sources were mapped to genome scaffolds not yet anchored to any of the LGs; as a consequence, they lack information about their genomic coordinates. We identified 41 putative miRNAs clusters (tandem miRNAs) and 51 miRNAs mapped to a single locus. In addition, we found that 179 miRNAs derive from intergenic, and 142 from intronic, regions. We also found that 47 miRNAs are derived from exonic regions, 40 of which are within annotated genes distributed in 15 distinct LGs. The remaining 7 miRNAs are within predicted genes not yet allocated into LGs. Among 47 exonic miRNAs, 13 are putative novel miRNA genes.

### 2.3. Data Access and Interface Functionalities

miRTil is accessed using a web interface (https://www.lbbc.ibb.unesp.br/mirtil) that allows a user-friendly and intuitive view of miRNA data. There are two mechanisms for information retrieval: a quick search (Figure 3) and an advanced user interface (Figure 4).

The quick search mechanism allows fast access to miRNA data using just the identification number (ID) or the complete/partial miRNA symbol name. The advanced user search mechanism offers three search options: (1) miRNA name or identification number, (2) genomic location, or (3) the analyzed sample. In option 1, it is necessary to use the identification number (ID) or the complete/partial miRNA name. In option 2, users should provide the LG and the genomic coordinates. Finally, in option 3, miRNAs of interest are retrieved by informing the sample type, gender, and developmental stages. In addition, all detailed information about the retrieved miRNAs, e.g., protein-coding gene host, can be accessed in miRTil at the miRNA details page, described in the section “Case Study”.

miRTil datasets can be downloaded in different formats: miRNAs expression level values can be downloaded in Excel format (.xls), miRNA and mRNA target information can be downloaded in text format (.txt) or comma-separated values format (.csv), and mature and precursor miRNA sequences can be downloaded in FASTA format.

miRTil also allows genomic visualization of miRNA on LGs. This information is available in an interactive map that allows us to highlight paralogs and cluster miRNAs genes and detailed information about them (Figure 5). In the case of miRNA paralog genes, they are highlighted showing their genomic coordinates in neighbor LGs. Another feature is associated with miRNAs in tandem sequence (clusters), we can access detailed information about all miRNAs present in the tandem sequence by clicking on the root point (line) on the genomic map.

miRTil update policy will follow a year-to-year update rule, and old releases will be maintained for download. The links for database flat-files and modification description files are presented on the front page (Figure 3).

### 2.4. Case Studies

Here, we will show ways to retrieve information using miRTil. We choose “oni-miR-1-3p” as a miRNA candidate. The first step is to choose the advanced search mechanism among the three options for miRNA data retrieval: (i) ID or miRNA name symbol; (ii) genomic location; or (iii) sample used for miRNA identification processes (Figure 4).

#### 2.4.1. ID or miRNA Name Symbol Search Mechanism

This search mechanism is indicated for users interested in a specific or few miRNAs. In this case study, we used the miRNA name symbol as an option. We used “oni-miR-1-3p” as the miRNA symbol name search. Optionally, the user can use partial a name, e.g., “oni-miR-1”, but it will return all miRNAs with “oni-miR-1” present in the symbol, such as “oni-miR-133” or “oni-miR-1-5p”.

The first result page is an intermediate page showing all alternative miRNAs that contain summarized search results (Figure 6). This page shows simple information about miRNA, such as IDs, miRNA symbol name, mature sequences, and genomic location (LG or scaffold number, start, end, and DNA strand). All information can be expanded to show advanced content with details of the specific miRNA. All miRNAs displayed are linkable to the miRNAs details page.

#### 2.4.2. Genomic Location Search Mechanism

If the user is interested in genomic features associated with a miRNA, such as the determination of miRNA members in a miRNA tandem sequence (cluster), detection of genes flanking a miRNA, or host genes for intragenic miRNAs, we recommend using the genomic location search mechanism. Here, the user can retrieve miRNA information using the LG and the coordinates of the start and end nucleotides to determine a genomic window. All miRNAs present in this window will be returned independent of strand sense.

We can select any genomic window region of interest; in this case, we selected a window from “LG18” in a range of 14,480,000–14,490,000 bps (Figure S3). As an outcome, we retrieved 2 miRNA genes: oni-mir-133a-1 and oni-mir-1-1 (Figure S4), which represent a putative miRNA cluster already described in other species (e.g., *Danio rerio*). Furthermore, a paralogous copy of mir-1/133 could be accessed using the genomic frame region from “LG17” in a range of 5,216,200–5,233,500 bps.

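Both hairpins of this cluster gave their reads mainly as 3p miRNAs of muscle, and miR-1-3p differed between red and white muscle. miR-1 and miR-133 take part in muscle growth and differentiation. In female and male white muscle, miR-1-3p had 401990 and 661678 whole-number reads at mir-1-1, and miR-133a-3p had 265606 and 262351 at mir-133a-1. In female and male red muscle, miR-1-3p had 11853 and 2119 reads at its locus, whereas miR-133a-3p had 189922 and 285869. miR-1-3p fell by 7.69 on the log2 scale from white to red muscle (standard error 0.97, adjusted p = 0.000719 from edgeR's quasi-likelihood test, both red libraries below both white libraries). For miR-133a-3p the log2 fold change was -1.36 (standard error 0.60, adjusted p = 0.172 from edgeR), which did not pass. In brain, both were lower than in the mean of white and red muscle, with log2 fold changes of -5.35 for miR-1-3p (standard error 0.85, adjusted p = 0.000136 from edgeR) and -10.13 for miR-133a-3p (standard error 0.86, adjusted p = 5.98e-07 from edgeR). For miR-1-3p the difference lies in white muscle and female red muscle, as both brain libraries had a higher CPM than male red muscle. After scaling by TMM factors of the 16 libraries, miR-1-3p was at 289 CPM in male brain, 644 CPM in female brain and 292 CPM in male red muscle, so only female brain stayed higher. Reads of either miRNA match another locus as well, and the test has 2 libraries per tissue. The test values given are those of the paralogous loci mir-1-2 and mir-133a-2, for each name the locus with the smallest p.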

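The paralogous hairpins mir-1-2 and mir-133a-2 shared nearly all their 3p reads with mir-1-1 and mir-133a-1. In male white muscle, miR-1-3p had 735484 whole-number reads at mir-1-2, and after reads were divided over their loci 331510.5 stood at mir-1-1 and 405316.5 at mir-1-2. miR-133a-3p had 262356 reads at mir-133a-2, only 5 more than at its other locus. The amount made by each copy is therefore uncertain for these 3p miRNAs. Their 5p partners were scarce, and for miR-1 they carry separate names for the 2 loci. miR-1-5p and miR-1-5p-2 had 18 and 4 reads in female white muscle, 13 and 2 in male white muscle, 25 and 7 in female red muscle, and 3 and 1 in male red muscle. With 3p reads counted at both loci, the 5p share of mir-1-1 was 0.00448% in female white muscle (0.00283 to 0.00708%) and 0.00197% in male white muscle (0.00115 to 0.00336%). In red muscle it was 0.211% in the female (0.143 to 0.311%) and 0.141% in the male (0.0481 to 0.415%). For mir-133a-1 the 5p share lay between 1.59% and 1.89% in the 4 muscle libraries. miR-133b-3p, a further member of the family, had 39023 reads at its locus in male white muscle, of which 13264 remained after division, so its level is uncertain too.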

#### 2.4.3. Sample Search Mechanism

Another user case is searching for specific samples to identify where a given miRNA is expressed or for users trying to detect biological pathways occurring on a given sample. For both cases, we strongly recommend the use of a sample search mechanism. The users can select all miRNAs expressed in the samples available in miRTil, as well as the gender and the developmental stage of Nile tilapia used for small RNA extraction.

Initially, we might choose miRNAs among 16 expression sample profiles (as described in Pinhal and Bovolenta et al. [24]) by selecting the tissue or developmental stage, gender (male, female, or sex mixed, described as “pool”), and age of individuals used for the miRNA-seq (Figure S5). In this case study, we selected “white muscle” as the sample, “male” as gender, and “Adult” (260 days) as individual age; in this example, we retrieved a total of 532 mature miRNAs expressed in male white skeletal muscle, partially represented in Figure S6.

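In male white muscle, 532 entries had at least 1 read. The library was led by miR-10b-5p with 19.5% of its reads, miR-1-3p with 17.2% and miR-100-5p with 8.68%. Of the detected entries, 441 were conserved and 91 were named with an n, 278 came from the 5p arm and 254 from the 3p arm, and 490 belonged to the high confidence set. Detection covers a wide range of levels, as 128 entries had at least 1000 reads and 132 had 1 to 4 reads. Muscle miRNAs spanned this range, from miR-1-3p down to its partner arm miR-1-5p-2, which like the neuronal miR-124a-3p was at 0.467 CPM. Distinct names numbered 402. A minimum of 5 reads left 400 entries. Female white muscle had 544 entries with at least 1 read. When both libraries were thinned to the size of the 10 dpf library, the smallest, 430.2 entries were expected in the male and 450.0 in the female.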

All returned miRNA results can be expanded to show miRNA details in the advanced content page (Figure 7). This page displays information about (i) the mature miRNA, miRNA precursor and loop sizes (number of nucleotides); (ii) mature and precursor sequences; (iii) secondary structure and MFE; (iv) miRNA detection method; (v) mature region type; genomic information; and (vi) GC content. On this page, two expandable areas allow the visualization of regulatory information and details about the experimental identification method (sample information) (Figure 7).

In the experimental section, users can find information about the sample in which oni-miR-1-3p was identified, such as species, gender, developmental stage, sample type, the description of miRNA identification methodology, and miRNA expression levels.

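miR-1-3p, the miRNA of the case study, was a miRNA of white muscle and heart in these libraries. It reached 128719 CPM in female white muscle (128300 to 129100) and 171908 CPM in male white muscle (171500 to 172300), followed by heart with 30997 CPM (30690 to 31300). Red muscle stood far lower, with 1405 CPM in the female and 189 CPM in the male (181 to 197). Male brain had 238 CPM, female brain 472 CPM and liver 144 CPM (124 to 165). In the embryo it stood at 2904 CPM at 2 dpf, 4199 at 3 dpf and 4568 at 4 dpf, and then at 24334 at 5 dpf and 15332 at 10 dpf. Testis had 3134 CPM and ovary 2523 CPM. miR-206-3p, which is specific to skeletal muscle, was at 75619 and 75831 CPM in female and male white muscle and at 51.5 CPM in heart. miR-499-5p, encoded in a gene of slow and cardiac myosin, was highest in heart at 42309 CPM, with 7532 and 3313 CPM in female and male red muscle and 372 and 486 CPM in female and male white muscle. At 2 dpf, 2689 divided reads of miR-1-3p stood at mir-1-1, which matches the expression value printed in Figure 7. CPM depends on how shared reads enter the total. With identical copies merged and the reads at mir-1-2 set over the whole-number total that remained, miR-1-3p in male white muscle was at 74739 CPM. In that total a shared read still counts at each locus kept.

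**Figure D2:**
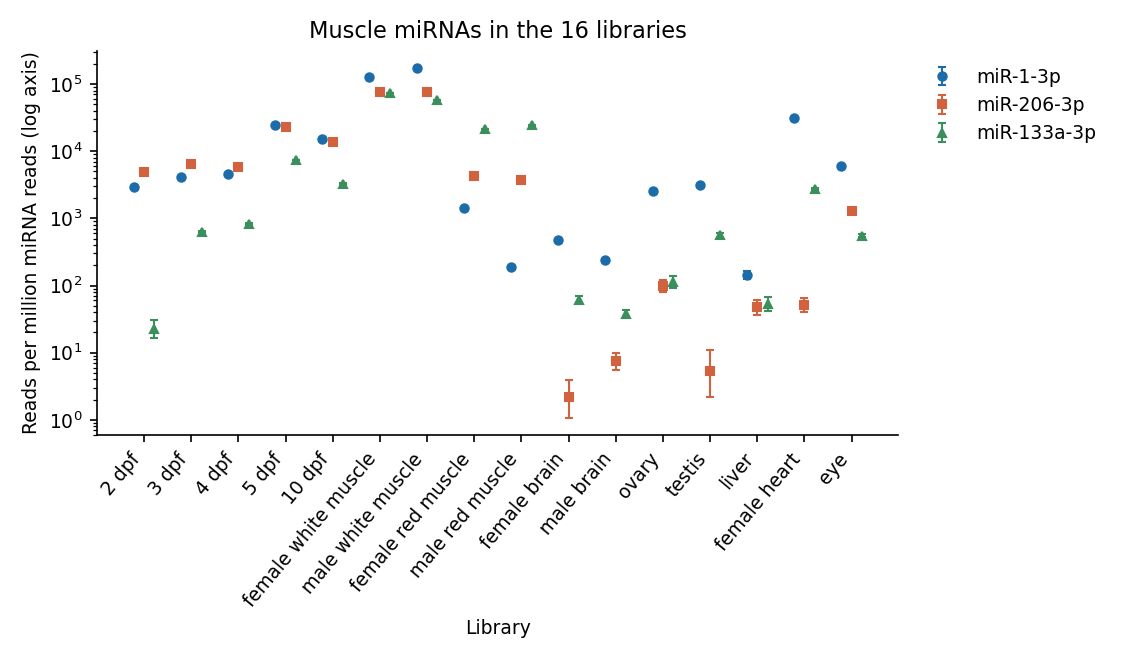
Levels of miR-1-3p, miR-206-3p and miR-133a-3p in the 16 libraries, in CPM on a log axis, with exact Poisson 95% intervals that cover counting error only. miR-1-3p is lower in red muscle than in white muscle and heart, and miR-133a-3p stays at or above 21279 CPM in each of the 4 muscle libraries.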

In the regulatory section, information associated with predicted or experimentally verified miRNA-mRNAs interactions are displayed. This includes gene identifier and transcript accession number (Ensembl [36]), tissues with significant target gene expression levels, and TargetScan prediction information (prediction software version, binding site types, context+ score values, and MRE region). In the case of multiple samples or detection of multiple predicted targets, the information block is replicated by the number of retrieved items (Figure S7).

## 3. Discussion

miRTil was created as a complementary data source to miRBase to integrate information about Nile tilapia miRNAs [35] and to help scientists interested in understanding miRNA regulatory mechanisms. The database specializes in presenting miRNA information obtained from RNA-seq techniques and results from bioinformatics analysis, such as target prediction and gene expression profiling.

The database offers information about conserved miRNA-mRNA interactions in three different organisms: zebrafish, humans, and Nile tilapia, which can be explored under an evolutionary perspective of comparative genomics. Furthermore, these data are useful if used in conjunction with protein-coding gene expression data to improve the precision of interactions retrieved after prediction. Although the target prediction tools focus on the prediction specificity (i.e., TargetScan [28,37]), the occurrence of false-positive predictions is a common drawback [38]. The comparison of the protein-coding gene to miRNA expression levels in the same sample, as well as the conservation of miRNA-MRE interactions among different species, increases the probability of success in the experimental validation step. On the other hand, the conservation-based prediction strategy can exclude species-specific regulatory interaction due to the evolutionary distances between species [39]. miRTil also provides expression profiles for several tissues and developmental stages, which allows the identification of regulatory functions and the detection of expression profile correlations between samples, providing insights into the role played by miRNAs in phenotype development, as well as evolution of gene regulatory circuits in cichlids and other vertebrates [21]. Moreover, these data have already allowed us to study the plasticity of the miRNA transcriptome which produces variable sequences, owing to arm-switching and isomiR generation events, as well as sex dimorphic phenotypes between Nile tilapia genders.

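Neural miRNAs were higher in brain than in the mean of white and red muscle, and muscle miRNAs were lower. Of 46 neural miRNAs tested, 39 rose, 0 fell and 7 did not pass at an adjusted p under 0.05 from edgeR (39 when adjusted over the list alone). miR-124a-3p, the main miRNA of neurons, was at 30369 and 14668 CPM in female and male brain and at most at 1.97 CPM in muscle, a log2 fold change of 14.33 (standard error 0.76, adjusted p = 1.67e-08 from edgeR). miR-9-5p-2 rose by 10.32 on the log2 scale (standard error 0.72, adjusted p = 1.25e-07 from edgeR), and miR-128-3p rose by 4.42 (standard error 0.63, adjusted p = 6.31e-05 from edgeR). Each of 10 muscle miRNAs was lower in brain than in the mean of white and red muscle, also over the list alone. Among them were miR-206-3p with a log2 fold change of -12.40 and miR-499-5p with -8.92. miR-1-3p had a higher CPM in both brain libraries than in male red muscle, but after scaling by TMM factors of the 16 libraries only in female brain. Of 10 pancreas and pituitary miRNAs 8 were higher and 0 lower (8 over the list alone), including miR-7a-5p, which is also on the neural list, with 12.33, and miR-216a-5p with 5.07. Hox cluster miRNAs, whose genes lie among the Hox genes, were lower for 9 of 12 (10 adjusted over the list alone). miR-10b-5p had a log2 fold change of -4.99, and the brain libraries differed in it, with 13526 CPM in the female and 1158 CPM in the male. Of the markers of other cell types, 9 of 11 blood cell miRNAs, 4 of 8 epithelial miRNAs and 8 of 12 endothelial and smooth muscle miRNAs were lower in brain, with the same numbers over each list alone, and 1 of the last list was higher. Examples are miR-205-5p of epithelia with -7.68, miR-143-3p of smooth muscle with -4.54 and miR-451-5p-2 of red blood cells with -2.85. In the let-7 family, 4 of 22 were higher and 5 lower (4 and 3 over the list alone), with let-7i-5p at 5.79, and in the miR-17-92 family 2 of 15 were higher and 1 lower (2 and 0 over the list alone). Retina and lens miRNAs gave 2 higher and 2 lower of 7, with miR-184-3p at -6.43, and 1 of 2 liver miRNAs was lower and 1 of 2 gonad miRNAs higher, with no change over each list alone. miR-n470a-5p led the miRNAs named with an n with 12.43. In all, 110 of 365 names were higher and 121 lower, from 161 and 151 of 494 entries. Without the male brain library 175 entries passed and the adjusted p of miR-451-5p-2 was 0.0539, and without the female brain library 200 passed. The median log2 fold change over the entries was -0.13 after TMM scaling and 0.21 with library totals only.

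**Figure D3:**
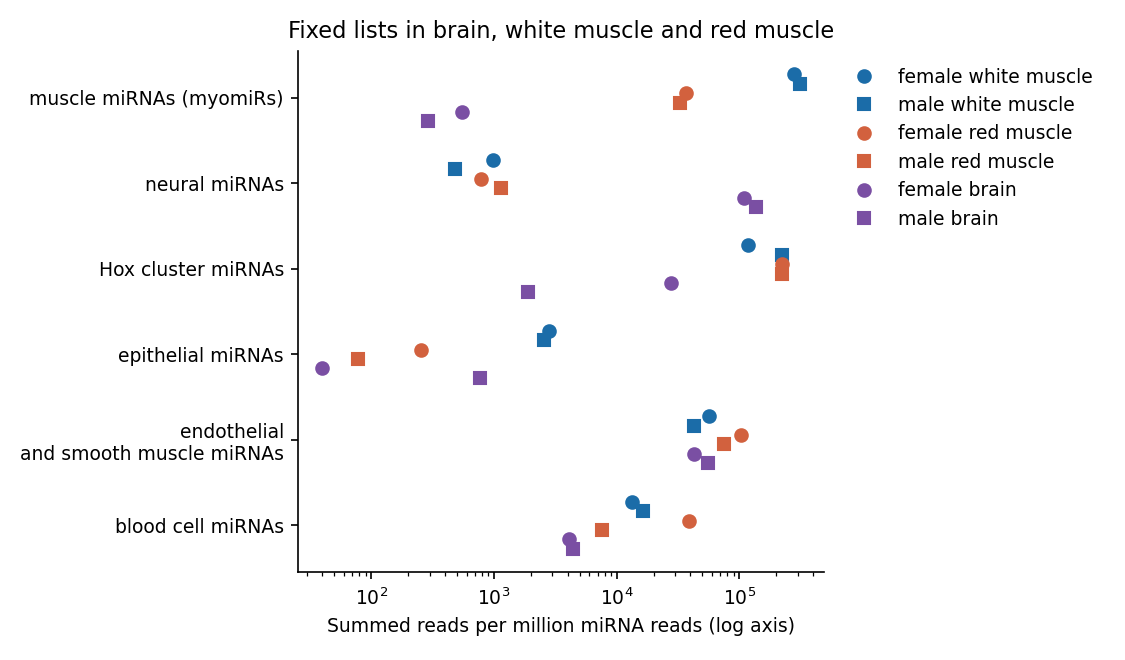
Summed levels of the miRNAs of 6 lists in the brain, white muscle and red muscle libraries of each sex, in CPM on a log axis. Each point is 1 library, circles for females and squares for males. The muscle list sums to 281030 and 310650 in female and male white muscle and to 545 and 291 in female and male brain.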

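Red and white muscle differed in fewer miRNAs, with 17 of 365 names higher in red muscle and 22 lower, from 25 and 30 of 494 entries. Of 10 muscle miRNAs, both arms of miR-499 were higher in red muscle, miR-1-3p and miR-206-3p were lower, and 6 did not pass (2 higher and 3 lower when adjusted over the list alone). miR-499-5p rose by 3.67 on the log2 scale (standard error 0.65, adjusted p = 0.00519 from edgeR) and miR-206-3p fell by 4.10 (standard error 0.70, adjusted p = 0.00519 from edgeR). Epithelial miRNAs were lower for 4 of 8 (7 over the list alone), with a log2 fold change of -4.03 for miR-205-5p and -6.33 for miR-200a-3p. The 11 epithelial miRNAs in the files together stood at 2836 and 2550 CPM in female and male white muscle and at 255 and 78.3 CPM in red muscle. Both liver miRNAs tested were lower, also over the list alone, with -6.00 for miR-122-5p (standard error 1.05, adjusted p = 0.00519 from edgeR) and -5.69 for miR-192-5p (standard error 1.58, adjusted p = 0.0402 from edgeR). Their muscle levels were low beside those of liver. miR-122-5p was at 28.5 and 93.1 CPM in female and male white muscle, 1.51 and 0.434 CPM in female and male red muscle, and 450150 CPM in liver. In the same order, miR-192-5p was at 18.4, 484, 8.01, 2.26 and 40683 CPM. The gonad miRNA miR-202-5p, 1 of 2 tested, was lower, also over the list alone, with 15 and 109 reads in female and male white muscle and 0 in both red libraries. Retina and lens miRNAs were lower for 3 of 7 (3 over the list alone), among them miR-184-3p with -5.68 and miR-184-3p-2 with -6.39. Of 10 pancreas and pituitary miRNAs, 2 were lower (3 over the list alone). Hox cluster miRNAs were higher for 3 of 12 (5 over the list alone), with 3.55 for miR-196a-5p and 4.71 for miR-196b-5p. Of 11 blood cell miRNAs 2 were higher (2 over the list alone), and the 12 blood cell miRNAs in the files together were at 39215 CPM in female and 7534 CPM in male red muscle, against 13398 and 16354 CPM in female and male white muscle, so that their sum in male red muscle lay below both white libraries. miR-451-5p-2 rose by 2.44. The smooth muscle miRNA miR-143-3p rose by 2.40, the only call among 12 endothelial and smooth muscle miRNAs, also over the list alone, and 1 of 46 neural miRNAs was higher and 1 lower, in the list alone as well. edgeR called 0 of 22 members of the let-7 family, with 1 at an unadjusted p under 0.05 and 0 from DESeq2, and 0 of 15 members of the miR-17-92 family, with 0 at an unadjusted p under 0.05 and 0 from DESeq2. DESeq2 called 92 entries. Without the female white library 5 entries passed and without the male white library 11, with 0 higher in red muscle in both cases, so that none of the miRNAs named as higher passed. In this order their adjusted p from edgeR was 0.175 and 0.0841 for miR-499-5p, 0.178 and 0.218 for miR-196a-5p, 0.198 and 0.128 for miR-196b-5p, 0.284 and 0.329 for miR-451-5p-2, and 0.309 and 0.218 for miR-143-3p. Without the female red library miR-451-5p-2 (0.163) and miR-143-3p (0.0821) did not pass either, nor did miR-143-3p without the male red library (0.106). In all, 78 entries passed without the female red library and 29 without the male red library. Library totals only gave 33 and moved the median log2 fold change from 0.24 to 0.13. miR-1-3p, miR-122-5p, miR-184-3p and miR-184-3p-2 passed with each library left out in turn. miR-205-5p did not pass without the female white library (0.0802), miR-206-3p also not without the male red library (0.0729 and 0.0526), nor did miR-200a-3p (0.132 and 0.101). miR-192-5p had a log2 fold change of -1.84 without the male white library and passed in 7 of 15 alternatives.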

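Hairpins changed their dominant arm between the sexes in red muscle, brain and gonads, with reads counted at every locus, and 0 of the 186 compared in white muscle did so (2 of 168 with reads divided over their loci). An arm switch was counted where each library had at least 50 reads of the hairpin and both Wilson intervals lay on opposite sides of 50%. The largest was mir-145, a hairpin of smooth muscle, with a 5p share of 8.76% in ovary (7.91 to 9.70%, 3811 reads) and 85.2% in testis (84.8 to 85.6%, 31919 reads). miR-145-5p stood at 355 CPM in ovary and 20796 CPM in testis, and miR-145-3p at 3692 and 3605 CPM. Ovary and testis are different tissues, and elsewhere the 2 sexes had the same dominant arm of mir-145. Its 5p share in the female and the male was 36.48% and 31.15% in white muscle, 29.62% and 45.54% in red muscle, and 84.48% and 93.46% in brain. The other gonad switches were mir-152, with 90.4% in ovary and 47.1% in testis, and mir-731, with 25.9% and 67.7%. In red muscle, 11 of 202 hairpins switched, among them mir-101b (15.1% in the female, 67.5% in the male) and mir-152 (47.3% and 92.45%), and 4 of the 11 are loci of miR-199a that share reads. In brain, 4 of 230 switched, including mir-144 (37.8% and 69.8%) and mir-219-3 (56.1% and 40.8%). The 5p reads of mir-219-3 and mir-219-2 match several loci, and when they were divided the share of mir-219-3 was 32.1% and 23.7%, with the 3p arm dominant in both sexes, and mir-219-2 did not switch either. Together 18 of 758 comparisons between sexes and 66 of 1995 comparisons between tissues of 1 sex gave a switch. With reads divided over their loci, 9 of the 11 switches of red muscle, 2 of the 4 of brain and the 3 of the gonads were found again, and mir-18a-1 and mir-18a-2 of red muscle had too few reads. Each comparison sets 1 library against another, so a switch is a difference between libraries and has no replicate check.

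**Figure D4:**
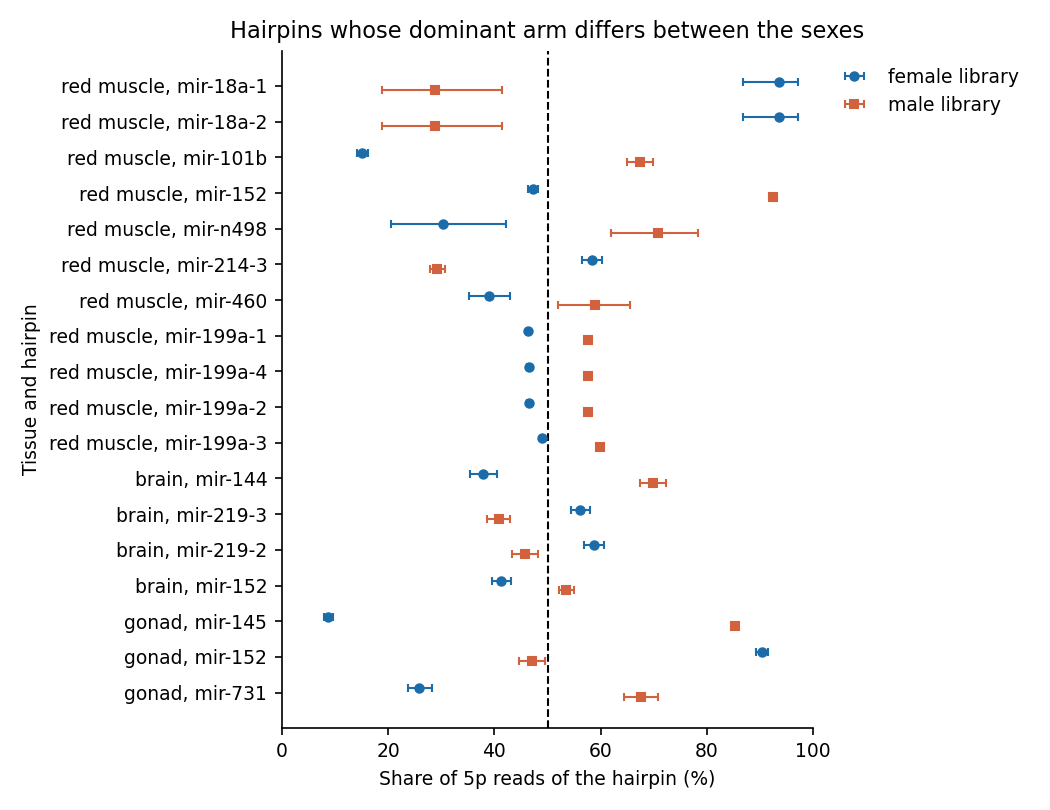
Share of 5p reads, in percent of the reads of both arms, for the hairpins whose dominant arm differs between the female and the male library of a tissue, with reads counted at every locus and Wilson 95% intervals (counting error only). The dashed line marks 50%, and mir-145 of the gonads shows the widest gap.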

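Ovary and testis differed in many miRNAs, and brain and white muscle in few. Of 131 miRNAs with at least 100 reads in 1 of the gonad libraries, 20 were at least 4-fold higher in ovary and 35 in testis (27 and 29 after TMM scaling). Highest in ovary over testis were miR-n631-5p, with 2809 CPM against 0 reads (at least 1225-fold higher against the floor, and 995.5-fold at the lower counting bound), and miR-122-5p, a liver miRNA, with 3317 against 9.17 CPM (362-fold, 207 to 701). In testis, miR-30c-5p was 136-fold higher (111 to 166) and miR-125b-5p 59.0-fold higher (52.1 to 67.1). The gonad miRNA miR-202-5p was at 11961 CPM in testis and 775 CPM in ovary. In red muscle, 37 of 194 miRNAs were at least 4-fold higher in the female and 6 in the male library. Blood cell miRNAs were among the former, with miR-144-3p at 24.4-fold (23.2 to 25.7) and miR-142a-3p at 18.4-fold (13.4 to 25.9). In brain 5 of 200 were higher in the female library and 8 in the male (6 and 5 after TMM scaling). Of the 5, 4 were miR-10 miRNAs, led by miR-10d-5p at 147-fold (123 to 176), and miR-200a-3p was 28.8-fold higher in the male (23.8 to 35.2). In white muscle 7 of 162 were higher in the female and 3 in the male (6 and 5 after TMM scaling). These pairs have 1 library per sex and no test. Across brain, white muscle and red muscle together, edgeR called 0 of 494 entries for sex, with 5 at an unadjusted p under 0.05, of miR-216a-5p, miR-219-5p and miR-144-3p, and DESeq2 called 0. The 12 lists with members in the files gave 0 calls each, also when adjusted over the list alone. Counts were also simulated, with 200 of 494 entries changed and no differences between tissues. On them this test found 95.5% of changes of 4 on the log2 scale and 32.8% of changes of 2. Recovery in the real libraries can be lower, so these rates do not exclude large sex differences. With the gonads added as a 4th tissue, edgeR called miR-n631-5p (log2 fold change 6.53, standard error 1.42, adjusted p = 0.00122) and miR-n987-3p (9.14, standard error 1.88, adjusted p = 0.000673), both higher in females. Ovary held 2646 reads of miR-n631-5p and 285 of miR-n987-3p, and testis held 0 of both. Ovary and testis are different tissues, so these 2 calls cannot be told apart from a difference between the gonads.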

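The deposited files list 368 precursor loci, and their mature miRNAs carry 577 distinct names. Of these names, 106 occur at more than 1 locus, such as miR-1-3p at mir-1-1 and mir-1-2 and miR-199a-5p at mir-199a-1 to mir-199a-4. Entries that hold the same values in every library count once after merging, which leaves 691. At least 1 entry was high confidence in 337 of the loci, and at least 1 was low confidence in 138. Counted at every locus they match, reads were 2.40 times as many as reads counted once.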

The miRTil database presents 368 precursors and 523 mature miRNAs (high confidence) for Nile tilapia. If we compare these numbers with those for other better-annotated species, such as zebrafish and *Salmon salar*, miRBase offers 346 and 371 precursors and 498 and 350 mature miRNAs, respectively [35]. When we observed specific Cichlidae miRNA detection, Brawand et al. detected 259–286 miRNAs per Cichlidae (*O. niloticus* included) [21], consistent with annotation included in the miRTil, which gathered 271 known precursors. However, putative novel miRNAs in miRTil increases this number to up to 368 miRNAs loci, a significant increase over Brawand et al., who discovered 40 putative novel miRNAs [21]. This data variation was explained as differences in the experimental design [24]. These results indicate that the miRNA identification method (for more details, see Pinhal and Bovolenta et al. [24]) was consistent with the other studies and that the number of Nile tilapia miRNAs annotated is within those expected for Teleostei species. In addition, the miRTil database expands the repertoire of novel miRNAs.

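The putative species-specific miRNAs, named with an n, came from 97 loci and gave few reads, but some reached high levels in certain tissues or stages. miR-n692-5p was at 10089 CPM in liver (13621 reads) and at most at 1001 CPM elsewhere, in ovary. miR-n659-5p was at 2822 CPM at 3 dpf and miR-n965-3p at 1645 CPM at 4 dpf, and their second-highest libraries had 1726 and 1335 CPM. miR-n631-5p led in ovary, and miR-n470a-5p was at 986 CPM in male brain (6680 reads). These 5 have the highest levels among them and were picked after their values were seen. Over all libraries, 112249 reads, or 0.187%, belonged to miRNAs named with an n. The share ran from 0.0176% in eye and 0.0254% in heart to 0.525% in ovary, 0.652% at 3 dpf and 1.10% in liver. Among their 194 entries, 14 were detected in each of the 16 libraries and 14 in only 1 library. The level of most was low, with a median of 29.0 reads in the best library.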

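The 271 loci with conserved names gave 540 entries and 59869414 divided reads. Of these entries, 258 had at least 1 read in each of the 16 libraries, and 20 had reads in 1 to 3 libraries. Their median count in the best library was 1568.5 reads. Among the families known in vertebrates, liver miRNAs summed to 495230 CPM in liver and retina and lens miRNAs to 734680 CPM in the eye. The early embryo list (miR-430, miR-427 and miR-302) had 0 entries in the files, so it could not be followed. Beside the precursor and mature miRNA numbers it cites for zebrafish, salmon and other cichlids, the paper sets its own numbers of loci and of high confidence miRNAs. From this comparison it proposes that its identification method gives results like those of other studies and that the number of Nile tilapia miRNAs lies in the range for teleost fish.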

We can also compare miRTil to other plant species databases, e.g., FmMiRNADb, AppleGFDB, and WMP. FmMiRNADb offers information about 355 mature miRNAs for Foxtail millet and molecular characteristics, sequences, annotation, physical genomic position (maps of genomic coordinates), and secondary structure of miRNAs. FmMiRNADb also offers a comparative genome map among the physically mapped miRNAs of foxtail millet and sorghum, maize, rice, and Brachypodium [25]. Similar analyses were performed by our group using other species of Cichlidae, and, although not accessible through miRTil, the results can be found in Pinhal and Bovolenta et al. [24].

The AppleGFDB provides information on genomic location, target mRNAs, pre-miRNA, and mature miRNA sequences for 165 apple mature miRNAs. This database also offers information about transcription factors, proteins, and Gene Ontology (GO) annotation and structure visualization of the miRNA precursor [26].

The WMP, another plant reference database, focuses on showing miRNA expression level differences among environmental conditions (biotic and abiotic stress), including pre-miRNAs sequence, target mRNAs, and expressed sequence tags (ESTs), as well as GO annotations of the target mRNAs.

An interesting aspect of WMP is the impressive number of annotated miRNAs, around 5036 molecules. Considering the evolutionary differences among Metazoa and Viridiplantae, the higher number of miRNAs can be partially explained due to a different methodology to classify miRNAs variations. In WMP, miRNAs reads with nucleotide variations were considered different miRNAs. By applying the miRTil methodology, most of these reads would be classified as isomiRs, a term created to refer to those sequences that have variations concerning the reference mature miRNA sequence [40], e.g., miRNAs reads with few nucleotide variations possibly originated from the same miRNA loci.

However, there are some aspects in WMP and AppleGFDB that inspire future updates in miRTil, such as the presence of a rich graphical visualization of integrated data (WMP) and the GO annotation of the target genes (both), features still absent in miRTil. It is important to observe that the data included in miRTil follows more strict and standardized annotation steps, using state-of-the-art bioinformatics approaches.

## 4. Materials and Methods

### 4.1. Database Structure and User Interface

We built the database structure using the Entity-Relationship Model (ER) following the guidelines for relational database modeling (requirement analysis, conceptual database design, database management system selection, implementation, and testing phases) [41]. The miRTil database structure was implemented in a Database Management System PostgreSQL version 9.0 using SQL language scripts that were generated at CaseStudio v.2 (currently known as Toad™ Data Modeler, Quest Software, Aliso Viejo, CA, USA).

The web interface was constructed using Java web development platform. This platform contains an Integrated Development Environment (IDE) (Netbeans v. 7.3.1, Oracle Corporation, Redwood City, CA, USA), the Java Development Kit (JDK), an application server (Apache Tomcat v. 7.0.42, Wakefield, MA, USA), and an interface-to-database communication framework based on object-oriented programming (EclipseLink v. 2.4.2, Ottawa, Canada).

### 4.2. Database Content

MiRTil database was populated using data generated by our research group (partially presented in Pinhal and Bovolenta et al. [24]). The database integrates results from multiple experimental molecular and in silico analyses, including miRNA identification and expression, target prediction, and genomic localization.

The data related to miRNA identification and expression were derived from the analysis of miRNA sequences obtained by RNA-seq (RNA-seq, Illumina GAIIx platform) and RT-qPCR. RNA samples were obtained from the following tissues: female and male brains, gonads and red and white skeletal muscle, female heart, and eyes and liver tissues from mixed-gender from adult individuals (6-month-old fish). 

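Each adult tissue was led by a few miRNAs. Liver was led by miR-122-5p with 45.0% of its reads, heart by miR-126-3p of endothelial cells with 24.9%, and eye by miR-183-5p and miR-182-5p-2, the latter with 6.06%. miR-100-5p was first in female and male brain with 26.2% and 31.4%, in ovary with 23.9%, in testis with 13.1% and in male red muscle with 21.9%. Second in both brain libraries was miR-125b-5p, with 11.4% and 8.85%, and second in ovary was miR-146a-5p with 17.5%, a miRNA best known from immune cells. Testis held miR-10a-5p with 11.1% and miR-143-3p with 9.94%. Female red muscle was led by miR-10b-5p with 18.4% and female white muscle by miR-26a-5p with 13.0%. The 10 most abundant miRNAs took from 70.9% of the reads in testis to 86.8% in eye. Neural miRNAs summed to 108670 and 137690 CPM in female and male brain and to 39661 CPM in testis, of which miR-7a-5p made up 37863 CPM. Blood cell miRNAs summed to 178030 CPM in ovary and 42674 CPM in testis. The gonad list summed to 12190 CPM in testis and 1170 CPM in ovary.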

We also included data from different developmental stages (2 days post-fertilization [dpf], 3 dpf, 4 dpf, 5 dpf, and 10 dpf) (GEO accession: GSE102878). 

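Fewer miRNAs were detected in the youngest embryos at equal depth, and the miR-10 family made up most of their reads. With each stage thinned to the same number of reads, 413.9 entries were expected with at least 1 read at 2 dpf, 584.1 at 3 dpf, 609.7 at 4 dpf, 615.6 at 5 dpf and 616.0 at 10 dpf. The reads of Hox cluster miRNAs leave less depth to others at 2 dpf. With these miRNAs left out and the rest thinned to 349606 reads, a setting chosen after the values were seen, 455.0 entries were expected at 2 dpf and 539.1, 553.7, 559.2 and 555.6 at the later stages. Hox cluster miRNAs summed to 824180 CPM at 2 dpf, 313490 at 3 dpf and 81316 at 10 dpf. Over the 5 stages, 7 of 392 names rose with age and 33 fell, from 11 and 34 of 527 entries at an adjusted p under 0.05 from edgeR. Hox cluster miRNAs fell for 5 of 13 and rose for 0 (6 lower when adjusted over the list alone). miR-10a-5p fell by 3.38 on the log2 scale per doubling of age (standard error 0.88, adjusted p = 0.0046 from edgeR) and miR-10d-5p by 3.09 (standard error 0.97, adjusted p = 0.0228 from edgeR). Of the entries that fell, 15 were named with an n. miR-n771-3p fell by 7.38 (standard error 0.93, adjusted p = 2.48e-12 from edgeR), from 1379 reads at 2 dpf to 0 at 10 dpf, miR-n631-5p fell by 4.47 and miR-n948-3p by 3.92. With 1 library per stage, the p-values of the trend measure scatter about a straight line, on 3 residual degrees of freedom. edgeR pooled the quasi-likelihood spread over all entries here, and p-values as small as that of miR-n771-3p rest on this pooling. miR-129-3p-2, a neural miRNA, rose by 3.08 (standard error 0.87, adjusted p = 0.0102 from edgeR), and the retina miRNA miR-96-5p rose by 1.99 (standard error 0.65, adjusted p = 0.0306 from edgeR). miR-728-5p rose by 3.11 and miR-459-5p by 3.46.

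Of 44 neural miRNAs, 2 rose and 3 fell, of 14 retina and lens miRNAs 1 rose, with the same counts over each list alone, and of 19 miRNAs of the miR-17-92 family 2 fell (6 over the list alone). For other lists edgeR called 0, with the count at an unadjusted p under 0.05 and that of DESeq2 as follows. These were 3 and 2 for 7 muscle miRNAs, 1 and 1 for 6 liver miRNAs, 1 and 0 for 19 members of the let-7 family, 3 and 3 for 10 blood cell miRNAs, 0 and 0 for 11 epithelial miRNAs, 1 and 1 for 12 endothelial and smooth muscle miRNAs, 1 and 0 for 9 pancreas and pituitary miRNAs and 0 and 0 for the 1 gonad miRNA. Adjusted over the list alone, 1 muscle and 1 liver miRNA were higher and the other 6 lists stayed at 0. miR-1-3p had a slope of -0.53 (standard error 0.55, adjusted p = 0.604 from edgeR), and its sign turns with library totals only (1.09) and without 2 dpf (0.81). miR-133a-3p had a slope of 1.73 (standard error 0.77, adjusted p = 0.135 from edgeR). The trend rests on scaling, since TMM scaling moves the median slope from 1.20 to 0.15, and with library totals only 0 entries passed in edgeR, with 65 at an unadjusted p under 0.05. DESeq2 called 73, with 31 higher and 42 lower. Without single stages, 16 passed without 2 dpf, 16 without 3 dpf, 5 without 4 dpf, 30 without 5 dpf and 62 without 10 dpf. miR-n771-3p, miR-n631-5p and miR-n948-3p passed with each stage left out, miR-10a-5p, miR-10d-5p and miR-96-5p with at most 1 of the 5 left out, miR-459-5p with 2, miR-728-5p with 1 of the 3 fits that tested it, and miR-129-3p-2 with 3, its adjusted p being 0.144 without 3 dpf and 0.145 without 4 dpf.

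**Figure D5:**
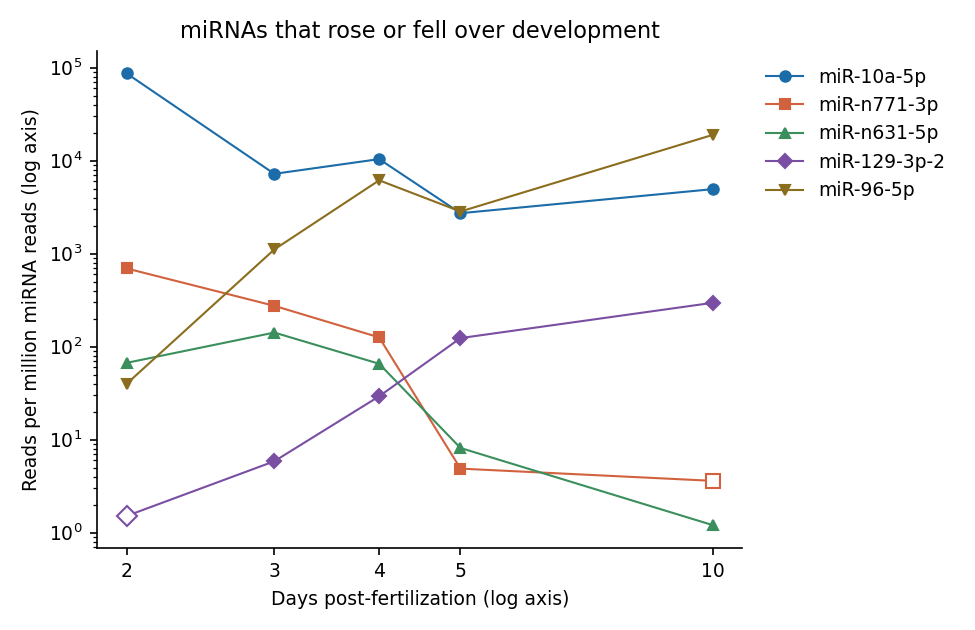
Levels of 5 miRNAs at 2, 3, 4, 5 and 10 dpf, in CPM on log axes, 1 library per stage. Open symbols mark 0 reads and are drawn at the level of 3 reads. miR-10a-5p, miR-n771-3p and miR-n631-5p fell over the stages, and miR-129-3p-2 and miR-96-5p rose, by the test with TMM scaling and not with library totals only.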

Details about the experimental workflow, pre-processed data stages, miRNA characterization, annotation, and quantification can be found in Pinhal and Bovolenta et al. [24].

### 4.3. Target Prediction

To perform the target prediction, we used the TargetScan v.6 [37], Nile tilapia miRNAs, and 3’ UTRs from Ensembl v.79 [36]. We only considered 3’ UTRs from orthologous genes among Nile tilapia, zebrafish, and humans.

However, as there is no complete Nile tilapia 3’ UTR annotation among the orthologous genes, we developed an in-house strategy to expand this repertoire based on stop codon annotations. For genes with an annotated stop codon, we considered, as 3’ UTR, the sequence extracted from the 500 nucleotides downstream of the last stop codon. For genes lacking an annotated stop codon, we considered as 3’ UTR the 500 nucleotides upstream of the last nucleotide of the coding DNA sequences, including, partially, the last exon. The stop codon annotations and coding DNA sequences were obtained from Ensembl [36]. The 3’ UTR sequence length (500 nucleotides) was estimated based on previous studies evaluating the specificity and sensitivity of target prediction using different 3’ UTR lengths in zebrafish (to be published elsewhere) and on 3’ UTR length without overlap among annotations.

In the prediction step, we submitted the 3’ UTR sequences of each species and the mature miRNAs of Nile Tilapia to the prediction algorithm separately. In this step, our approach considered the conservation among miRNA-mRNA interactions, i.e., an mRNA was considered as a miRNA target if the corresponding miRNA-mRNA interaction could be detected in all three species.

Finally, we included another step to guarantee the high confidence of the putative miRNA-mRNA interactions based on the ranking of TargetScan context+ score, an internal TargetScan score based on features of miRNAs seeds and paring between miRNAs-mRNAs that rank the probability/force of the interaction [29].

miRTil also presents tissue and developmental expression profiles for target genes. This data was obtained using data from a RNASeq evolutionary study of African cichlids [21]. We collected the publicly available raw data from the NCBI short read archive (SRA) (accession number SRP009911) and then estimated the gene expression level using the RSEM software on each correspondent sample [42]. Transcripts with fragments per kilobase of transcript per million mapped reads (FPKM) larger than five were considered as expressed and tissues or developmental stages descriptions were included in the miRNA-mRNA interaction annotation.

### 4.4. Genomic Structure and Context

To create the miRNA genomic coordinate map, we aligned the predicted pre-miRNA sequences to the Nile tilapia genome (oreNil2) using PaTMan [43]. Furthermore, we incorporated data obtained from Huang et al. and Yan et al. that were submitted to mapping using miRDeep2 to identify genomic coordinates of the pre-miRNA genes [18,22,44]. All coordinates were annotated and highlighted on the miRNAs genomic coordinate maps. We also included possible miRNA cluster formation (tandem genes) in this map. Additionally, information about miRNA loci, such as genomic location in either inter- or intragenic regions (exonic or intronic miRNAs), was included with information on their host genes taken from Ensembl [36]. Further information on data annotation steps can be found in Pinhal and Bovolenta et al. [24].

## 5. Conclusions

In conclusion, we developed a comprehensive database for bona fide Nile tilapia miRNAs. The miRTil database is accessible through an open-access user-friendly web interface. In the future, we will incorporate GO terms of miRNA targets and synteny analysis similar to the one offered by Genomicus [45]. This data will allow the representation of miRNA conserved genomic blocks among vertebrate species and a miRNA centered view of the evolutionary forces present on Nile tilapia lineages and other teleosts.

## Figures and Tables

**Figure 1:**
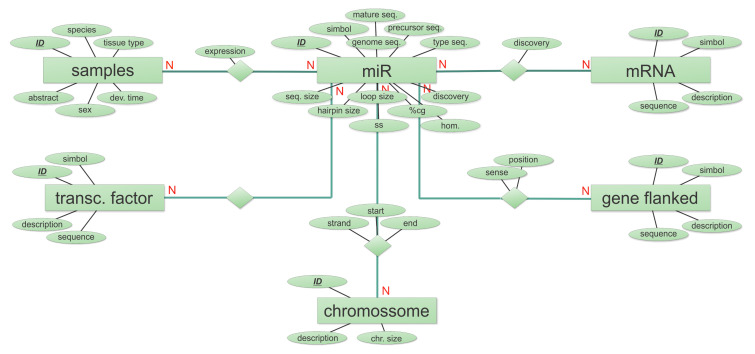
Entity-Relationship Diagram (ERD) for the miRTil database. Squares symbolize entities, a collection of similar data that can be distinguished and have stated relationships to other entity data; ellipses represent attributes, characteristics of stored data. Attributes can be used to guarantee data individuality (primary key); they also establish a relationship with other entities (foreign key). Primary keys are represented by underlined descriptors; diamonds represent relationships between two entities. In addition, rules of cardinality are highlighted in the ERD.

**Figure 2:**
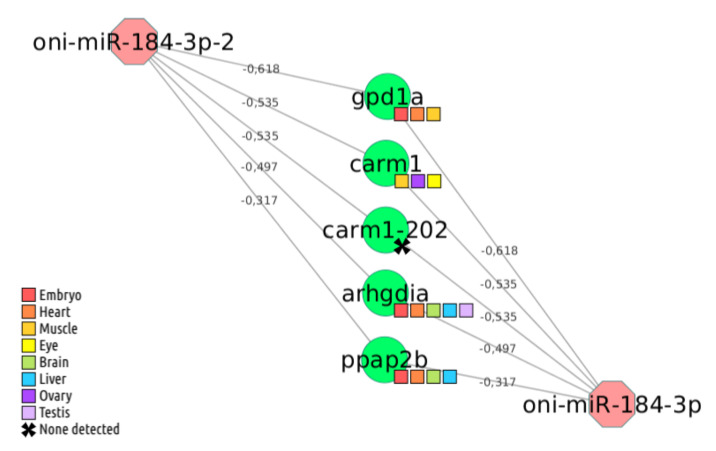
Predicted target network interactions of oni-miR-184-3p and oni-miR-184-3p-2. Red octagons symbolize the miRNAs, green circles the target genes, and gray lines represent predicted interactions by TargetScan v6.0 following the context+ score values over lines (lower is better). Target gene expression was estimated using public transcriptome datasets, and its presence in the sample was represented by colored squares (see Materials and Methods, Target Prediction section).

**Figure 3:**
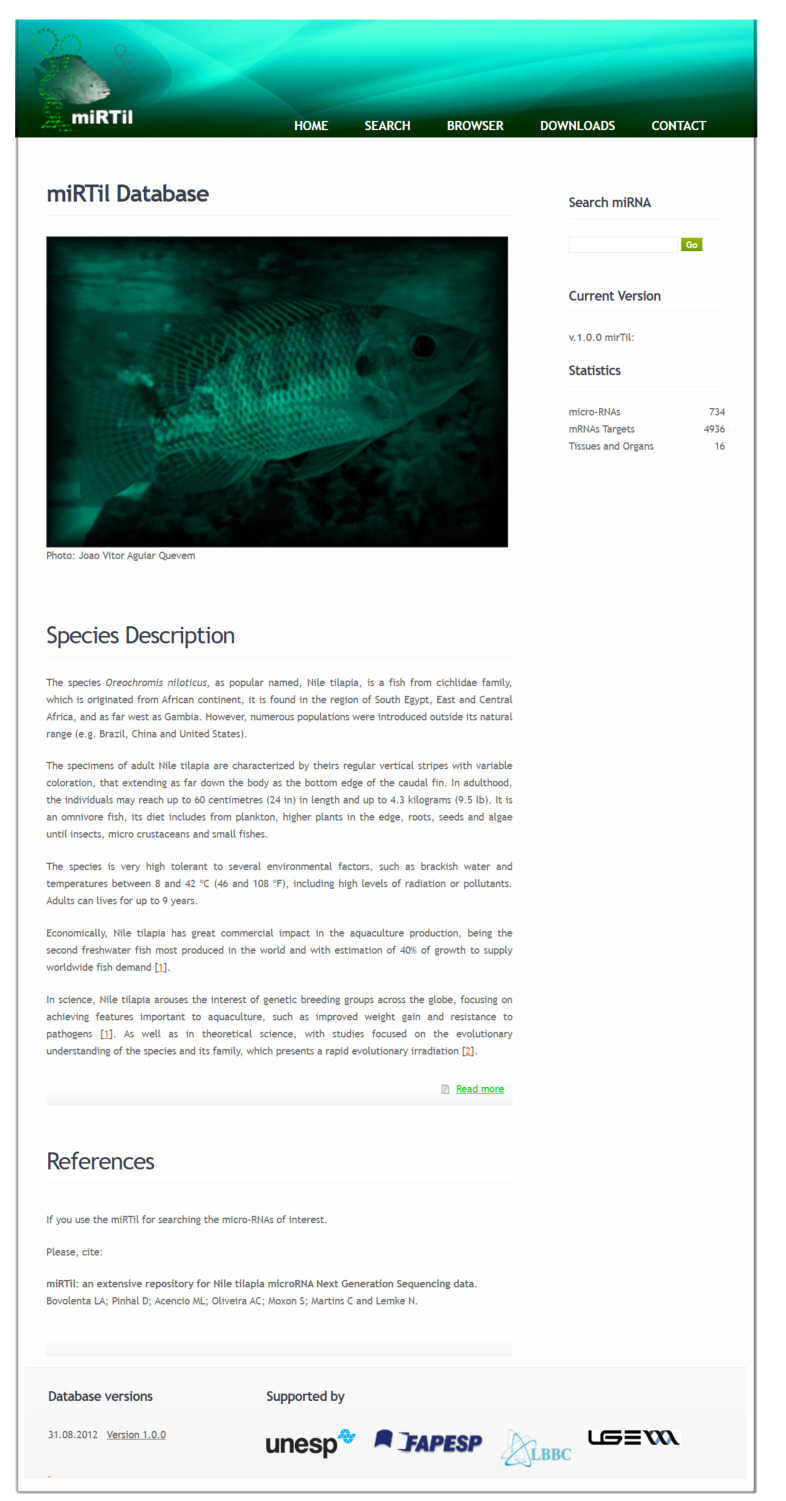
MiRTil database. The home page contains a brief description of Nile tilapia and microRNA (miRNA) data statistics, as well as the ability of a quick search of miRNA data, links to developmental and support groups, old versions of the database, and menu of functionalities.

**Figure 4:**
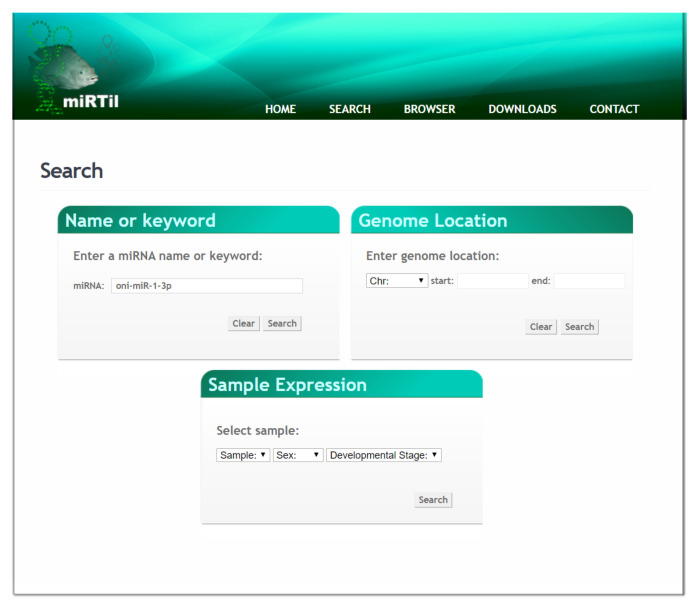
Advanced search mechanism page. The page contains three types of search mechanisms: miRNA symbol name or ID, genomic location, or identified sample.

**Figure 5:**
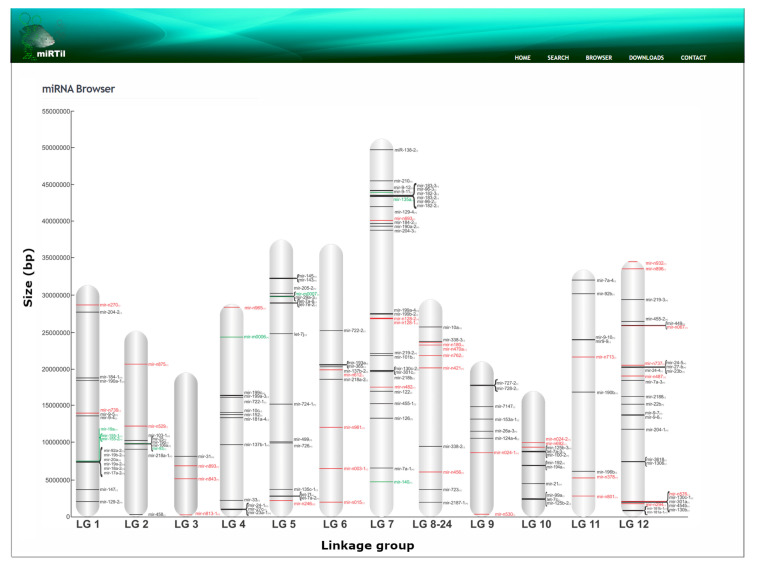
Genomic map of Nile tilapia miRNAs. Red symbols represent novel miRNAs; grey symbols represents conserved miRBase miRNAs [35]; green symbols represent miRNAs identified by other research groups in Nile tilapia. The x-axis shows linkage groups (LGs) from the Nile tilapia assembly (oreNil2), and the y-axis shows the size of LGs (base pair). All miRNAs represented in a single locus or cluster are linkable to detailed miRNA information.

**Figure 6:**
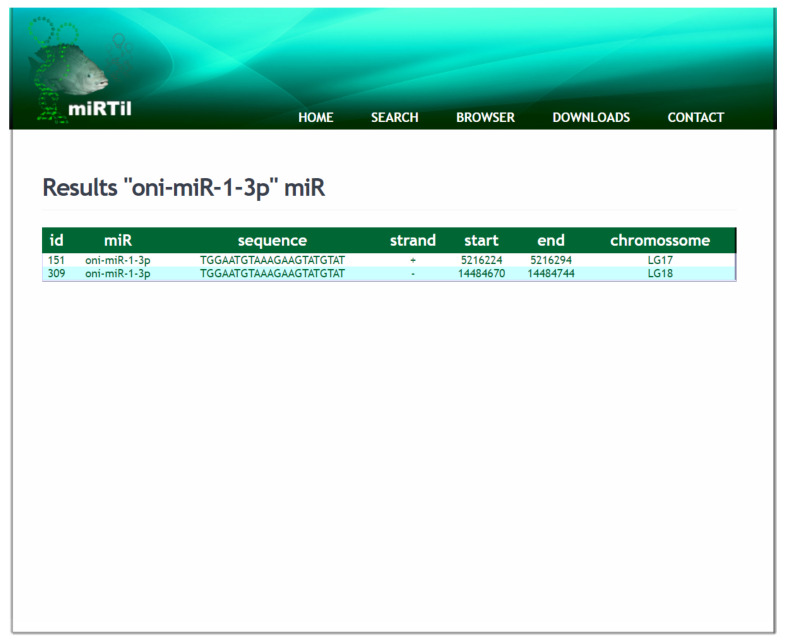
Simple miRNA information result. The page containing summarized miRNA information, such as miRNA ID, symbol, and mature sequence, as well as genomic location details.

**Figure 7:**
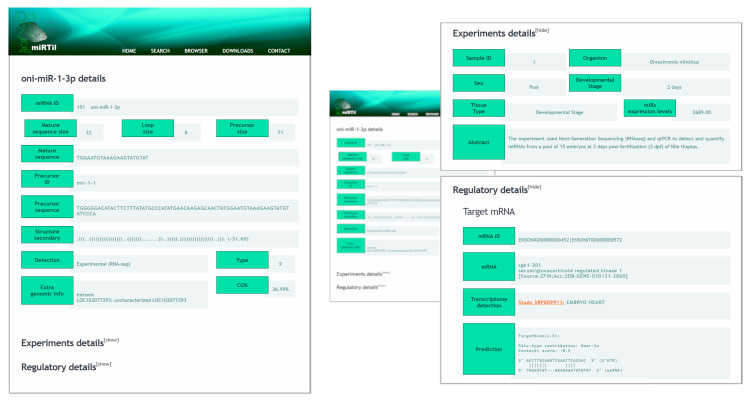
miRTil detailed results pages. The expanded page containing detailed miRNA information, such as identification and classification information, including structural and genomic location information. Extra menus can access hidden details about miRNA experimental and regulatory roles.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/8/1752/s1, Figure S1: Distribution of TargetScan context+ scores of predicted miRNA interactions, Figure S2: Degree distribution of nodes from predicted Nile tilapia miRNA-mRNA interactions network, Figure S3: Example of the genomic location search mechanism in advanced search page, Figure S4: Simple miRNA information resulted from the genome location search mechanism, Figure S5: Example of sample search mechanism on the advanced search page, Figure S6: miRNA information obtained by sample search mechanism, Figure S7: Case study of miRNA with multiples samples or predicted targets detected.

## Abbreviations

The following abbreviations are used in this manuscript:

miRNA	microRNA
mRNA	messenger RNA
UTR	Untranslated region
MFE	Minimum free energy
ERD	Entity-Relationship Diagram
ER	Entity-Relationship Model
MRE	microRNA-recognition element
LG	Linkage group
ID	Identification number
DNA	Deoxyribonucleic acid
RNA	Ribonucleic acid
FmMiRNADb	Foxtail millet microRNA database
AppleGFDB	Apple gene function and gene family database
WMP	Wheat miRNA database
pre-miRNA	microRNA precursor
GO	Gene Ontology
EST	Expressed sequence tag
IDE	Integrated Development Environment
JDK	Java Development Kit
SQL	Structured Query Language
RT-qPCR	Quantitative reverse transcription polymerase chain reaction
dpf	Day post-fertilization
SRA	Short read archive
FPKM	Fragments per kilobase of transcript per million mapped reads
GEO	Gene Expression Omnibus
bps	Base pairs

How the deposited data were processed for this re-analysis (not part of the article)

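Small RNA libraries of Nile tilapia were analysed from the files that the authors deposited, 1 file for each of 16 libraries. Library identity, tissue, sex and stage were taken from the sample labels and from Materials and Methods. The labels name the stages and tissues, and sex was taken from the first letter of the sample titles and from the tissue list of the paper. The age of the adult fish is given as 6 months in Materials and Methods, while the case study gives 260 days for the male white muscle sample. Neither age enters a calculation. No library was left out.

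Each deposited file gives raw counts per arm and locus, whole numbers in which a read that matches several loci is counted at each of them. The authors also deposited estimated counts, in which such a read is divided over its loci, so that these values need not be whole. Both are free of normalization. Reads came from TruSeq small RNA libraries on the Illumina GAIIx. The paper names PaTMan and the oreNil2 genome for the positions of the precursors, and the submitters' processing notes name DESeq without a version. The counting tool and the mismatches allowed are not given in the sources used here. The files hold 736 lines, of which 2 have no mature name and 0 reads, and these were left out. Whole-number totals ran from 1989045 to 27503766 reads per library (median 7043183) and divided totals from 833147 to 11517367 (median 2848730).

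Levels were computed from the divided counts, summed over the loci of a mature name and given per 1000000 of the divided total of the library (CPM). Exact Poisson intervals and Wilson intervals at 95% describe counting error of single libraries. Tests used the whole-number counts in R 4.3.3 with edgeR 4.0.16 (TMM factors, glmQLFit and glmQLFTest), with limma 3.58.1 as a requirement of edgeR, and Benjamini-Hochberg adjustment over the entries tested. Entries with at least 10 reads in at least 2 libraries of the fit were tested, and a result passed at an adjusted p under 0.05. For a name tested at several loci, the values given are those of the locus with the smallest p. A name was counted as higher or lower if at least 1 of its loci passed. Brain against the mean of white and red muscle, red against white muscle, and female against male with tissue as a block were fitted on 6 libraries. The slope over the stages was fitted on 5 libraries against the log2 of the day. Standard errors given with edgeR results are the absolute log2 fold change or slope divided by the square root of the F value of the test. They are approximate, most of all for entries with 0 reads in a library. Ovary and testis were not tested against each other, as there is 1 library of each. Other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

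The rule for high confidence miRNAs was that of the paper. Equal depth means the expected number of entries with at least 1 read after thinning, by the hypergeometric distribution. Arm shares were taken for hairpins with at least 50 reads over both arms in both libraries. The named miRNAs are those the paper names, the 10 largest changes in each direction of each test, the 4 most abundant members of each list, the 10 largest ratios in each direction between ovary and testis, the 3 most abundant miRNAs of each library, and the hairpins that switch arm between the sexes. Marker lists, 13 in number, were fixed by name, namely muscle, neural, retina and lens, liver, gonad, early embryo, let-7, miR-17-92, blood cell, epithelial, endothelial and smooth muscle, Hox cluster, and pancreas and pituitary miRNAs. They rest on textbook knowledge. Blood cell, epithelial, and endothelial and smooth muscle miRNAs stand for other cell types that a dissected tissue can hold.

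The tests were checked on simulated counts with 200 changed entries. Apart from the simulated change, each entry had 1 mean level in all libraries of the fit, so differences between tissues were absent. With so many changed entries the adjusted threshold is easier to pass, and recovery in the real libraries can be lower. For the trend, the simulated change was a log2 slope per doubling of age, which is not the same size of change as a difference between groups. At a log2 fold change of 4, 98.5% were recovered for brain against muscle, 90.9% for red against white muscle and 95.5% for sex. At a slope of 4, 100% were recovered for the trend. At a log2 fold change or slope of 2, 56.7%, 28.4%, 32.8% and 52.2% were recovered in the same order, and at 1, 14.9%, 10.4%, 9% and 7.5%. There were 4, 1 and 1 false calls among 294 unchanged entries and 3 among 327 for the trend. The arm rule found 199 of 200 simulated switches and 0 among 100 unchanged hairpins. This check does not measure false switches of hairpins with nearly equal arms, or those from differences between libraries beyond counting error. Some switches called in the real libraries lie near equal arms, such as mir-152, with a 5p share of 41.3% in female and 53.5% in male brain. The rate of false switches in the real libraries is therefore not known.

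The alternatives were size factors of the DESeq2 type, library totals only, DESeq2 1.42.0 with its Wald test, other count minimums, merging of identical copies, leaving out each library in turn, sex as a block, the 4 muscle libraries alone, the gonads as a 4th tissue, and day without the logarithm. Counts of each read once per mature name, rounded to whole numbers, classes and arm shares from divided counts, and equal depth of the miRNAs outside the Hox clusters were added after the data were seen.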

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

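Of the tests in this part, the one on few reads in the shallow ovary library was set before its result was seen, and all the others were chosen after the results were seen.

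The paper does not report the difference of miR-1-3p between red and white muscle, a log2 fold change of -7.69. Less muscle RNA in the red muscle libraries is argued against by miR-133a-3p of the same cluster, whose log2 fold change lies 6.33 above that of miR-1-3p (combined standard error 1.14). A few abundant miRNAs taking the reads of red muscle would leave the ratio of miR-133a-3p to miR-1-3p within a library as it is, and this ratio was 0.567 and 0.339 in white muscle and 15.2 and 128 in red muscle, so that the lowest in red is 26.74 times the highest in white. Whether fewer mir-1-1 hairpins are made in red muscle cannot be told apart, although the lower bound of its 5p share in red muscle is at least 6.794 times the upper bound in white muscle, because the male red library has only 3 reads of the 5p arm. A difference between red and white fibres remains a hypothesis. Both female muscle libraries share a code in their titles, which was read as 1 fish, although the labels do not state this. In these libraries miR-1-3p was at 128719 CPM in white and 1405 CPM in red muscle.

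miR-10 miRNAs are higher in female than in male brain, by 147.2-fold for miR-10d-5p, a miRNA outside those the paper discusses. RNA of another adult tissue in the female brain library would have to bring its other abundant miRNAs, and each adult library has 1 that falls short, the closest being female red muscle, whose miR-143-3p falls short 2.316-fold (3712 CPM needed, 1603 CPM found) and whose miR-133a-3p would need 1566 CPM and stood at 61.9 CPM. A sex difference of the whole body is argued against by muscle, where 5 of 11 pairs of member and tissue are higher in the female library, against 4 of 4 members in brain. miR-10a-5p went opposite ways, with a female over male ratio of 13.34 in brain and 0.07318 in red muscle, and this difference between tissues was not tested. The part of the brain that was dissected and a sex difference of brain alone stay open and were not tested.

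Of 15 n-named miRNAs that fell over development, 6 were highest in ovary among the adult libraries beyond counting error (miR-n771-3p, miR-n631-5p, miR-n987-5p, miR-n903-3p, miR-n780-5p and miR-n893-3p), against 2 of 61 other n-named miRNAs. Few reads in the shallow ovary library are argued against by this count, which leaves out values within counting error (two-sided Fisher's exact test, p = 0.00051), while for conserved miRNAs 2 of 18 and 28 of 298 were highest in ovary (p = 0.68, Fisher's exact test, counting error not considered). If all reads of these miRNAs in the ovary or the 2 dpf library were carried over from the other, 1 ratio would hold for all members. The ratio of ovary to 2 dpf ran from 0.965 to 42.0 over the 5 members with at least 10 reads in both, a 43.52-fold range. miR-n771-3p, with 7 reads in ovary, was not among them. Carry-over of only some reads, on top of those a library has of its own, would keep no single ratio and cannot be told apart. Scaling of the stages, with miR-10b-5p taking most reads at 2 dpf, cannot be told apart as a cause of the fall, because with library totals only 0 of the 15 passed in edgeR (5 at an unadjusted p under 0.05; DESeq2, run only with its own size factors, called 73 entries in all), although 15 of 15 slopes were negative and 10 had a lower CPM at 10 dpf than at 2 dpf beyond counting error, of which 4 are among the 6 highest in ovary, without miR-n893-3p and miR-n987-5p. A supply of these miRNAs by the mother through the egg also stays open and was not tested.

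The 5p share of mir-145 differed by -76.46 percentage points between ovary and testis, lower in ovary. Ovary and testis are different tissues, so this cannot be told apart from a difference between tissues. The paper says that its data served to study arm switching and differences between the sexes, and its text gives no arm share of mir-145. miR-n692-5p stood at 10089 CPM in liver, above the level of 3 reads, a miRNA the paper does not discuss.

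In the test of sex across brain and muscle, the title code shared by both female muscle libraries was read as 1 fish. The 3 female against 3 male libraries give 10 splits, too few for a share under 0.05. The real split gave 0 calls, so all 10 splits, the real one included, had to give at least as many, and this count decides nothing. The highest of the others gave 4.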

How the results depend on the processing

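The tests here chosen after the data were seen are those with each read counted once per mature name, the classes and arm shares from divided counts, and equal depth outside the Hox clusters. Of 88 values of 15 main results under the alternatives, 68 stayed within 1.5 times the reported value or inside its counting interval, and 20 moved. Of 629 values for 45 single results of named miRNAs, 556 kept their direction and their side of the threshold, 68 kept the direction and no longer passed, 3 passed newly and 2 reversed. The cause was not tested where none is named. For red against white muscle, where 55 entries passed, 33 passed with library totals only, 92 with DESeq2, 27 with at least 50 reads (fewer entries tested), 31 with the 4 muscle libraries only and 24 names with each read counted once. For sex, where none passed in edgeR (5 at an unadjusted p under 0.05, 0 in DESeq2), 2 passed with the gonads added, both with 0 reads in testis. For the trend, where 45 passed, library totals only gave 0 in edgeR (65 at an unadjusted p under 0.05, 73 in DESeq2 with its own size factors) and day without the logarithm gave 17. Leaving out each library in turn gave 175 to 321 entries for brain against muscle, 5 to 78 for red against white muscle, 0 to 0 for sex and 5 to 62 for the trend, where a tissue left with 1 library is assumed to vary like the others. The slope of miR-1-3p over development reversed to 1.09 with library totals only and to 0.81 without 2 dpf, and leaving out each stage gave -1.09 to 0.81. The level of miR-1-3p in male white muscle was 218130 CPM after TMM scaling and 74739 CPM with identical copies merged and the whole-number reads of mir-1-2 set over the whole-number total. With at least 5 reads, 265.7 entries were expected at 2 dpf at equal depth. Sex as a block, which pairs libraries of 1 sex but not of 1 animal throughout, gave 297 entries for brain against muscle and 42 for red against white muscle. Depth sets what can be seen in ovary and at 10 dpf, where 3 reads are worth 3.19 and 3.60 CPM. No paired analysis was possible because the labels point to 1 fish for both female muscle libraries but to different fish for the male ones.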

Differences from the paper's values

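No value of the paper differs by more than 1.5 times from the value computed here, and 1 setting named here was chosen after the values were seen. The paper's numbers of high confidence miRNAs are 567 in Results and 523 in Discussion. With more than 5 whole-number reads in at least 4 of 16 libraries the number was 565, and with more than 10 reads, an alternative set before the data were examined, it was 523. With reads divided over their loci and at least 5 reads, a setting chosen after seeing the values, it was 567, with 470 conserved (243 from the 5p and 227 from the 3p arm) and 97 named with an n (60 and 37), and 167 low confidence entries (70 and 97), which are the paper's values in Results. At least 5 whole-number reads, also set before the data were examined, gave the paper's 227 for the conserved 3p arm and 584 in all. The paper's 734 mature miRNAs, its 368 loci with 271 of known miRNAs, and its 532 mature miRNAs in male white muscle were found as they stand, the last with a minimum of 1 read.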

Other observations

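No test in this part was planned before the data were seen, and its values are given as they stand.

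miR-184-3p and miR-184-3p-2, which the paper names for their predicted target, were miRNAs of the eye and the embryo. In the eye they stood at 12587 and 14584 CPM, and at 3 dpf at 10898 and 4319 CPM. In female and male white muscle miR-184-3p was at 1373 and 1786 CPM, in female and male red muscle at 43.0 and 33.7 CPM, and in female and male brain at 6.10 and 2.51 CPM. Heart had 3.5 divided reads of it. In testis it was at 3070 CPM and in ovary at 2048 CPM.

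Blood cell miRNAs did not move together. In ovary, miR-146a-5p made up 174634 of the 178030 CPM of the list, while miR-451-5p-2, a miRNA of red blood cells, was at 51.0 CPM there and at 9275 and 3290 CPM in female and male red muscle. In the embryo, miR-144-5p went from 705 CPM at 2 dpf to 24040 CPM at 3 dpf, and stood at 2004 CPM at 10 dpf. Epithelial miRNAs were at 1648 CPM at 2 dpf and 42764 CPM at 5 dpf, and liver miRNAs at 386 and 49315 CPM. Part of these rises comes from composition. Hox cluster miRNAs took 824180 CPM at 2 dpf, 313490 CPM at 3 dpf and 61852 CPM at 5 dpf, which leaves less to other miRNAs at 2 dpf. Dividing CPM by the TMM factors of the 16 libraries (0.3357, 1.7143 and 3.1836 in this order) makes the rises smaller.

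Across 481 names, the adult library most correlated with 2 dpf was ovary (Spearman's rho 0.705 across miRNAs, which are not independent replicates). Ovary was correlated more with each later stage, at 0.733 with 3 dpf, 0.733 with 4 dpf, 0.725 with 5 dpf and 0.719 with 10 dpf.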
